A study of Caenorhabditis briggsae with 10 samples.

How the data were processed

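The series holds RNA-seq libraries from whole worms of the nematode Caenorhabditis briggsae. Per the labels, worms synchronised at the mid to late L4 larval stage were grown at 20 °C for 24 hours and either collected at once (control) or held at 4 °C for 60 hours (cold). No control was held for the same 60 hours without cold, so every cold response below also includes the elapsed time. Total RNA was purified and libraries were made with the KAPA RNA hyper prep kit, per the labels' protocols. AF16 is a strain of tropical origin and HK104 one of temperate origin, and the hybrid carries a genome of each. The 10 samples comprise 2 control and 2 cold libraries of each strain and 1 control and 1 cold library of the hybrid. Samples were grouped by the strain, treatment and replicate number in their titles. The labels' descriptions number the parental libraries 2 and 3 in place of 1 and 2, which leaves the same libraries with a common number, and both hybrid libraries 3 in place of 1. Per the labels' descriptions, the first cold library of each strain carries a suffix that no other library has, and 1 AF16 cold library names another sequencing lane than the other libraries with a lane. What the suffix stands for is not stated.

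The authors deposited raw counts per gene for the 8 parental libraries, as whole numbers over 23175 WormBase gene IDs. The aligner, the counting tool, the genome build, the annotation and the use of strand are not stated in the labels, so reads shared between near-identical gene copies or overlapping genes could have been split or dropped in ways that are not known here. A second deposited table holds counts for the hybrid in 4 columns named by strain and treatment. These columns were read as the reads of each hybrid library assigned to the AF16 and to the HK104 allele, from the table's name and its columns. Between 633 and 829 genes per column held more counts than the parental library of the same name, so the columns are not subsets of those libraries. The rule by which the authors assigned reads to alleles is not stated, and only assigned reads are counted. The authors also deposited edgeR result tables for the cold response in AF16, for the cold response in HK104 and for the difference between them, with log2 fold changes, mean log2 CPM, an F score and an unadjusted p-value per gene, per the file headers. A blank last line of the hybrid table and a repeated header at the end of each result table were left out.

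No coordinates are given because no table used here pairs the WormBase IDs with positions. The gene table supplied for the CB4 assembly lists 22727 genes by locus tag and symbol, and 0 of the 23175 IDs matched it. The planned tests of gene families and of a fixed list of cold-related genes need symbols and were not run.

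The main test was the quasi-likelihood F test of edgeR 4.0.16 (R 4.3.3, limma 3.58.1) with its default settings, fitted to the 8 parental libraries with one coefficient per group. Library composition was scaled by the trimmed mean of M-values (TMM), and filterByExpr with its minimum count of 10 retained 13503 genes, which held at least 99.9% of the counts of every library. Contrasts of the group coefficients gave 5 comparisons: the cold response in each strain, the strain difference without and after cold, and the difference of the cold responses between the strains. All 4 groups were fitted together because 2 libraries per group leave few residual degrees of freedom. P-values were adjusted by the Benjamini-Hochberg method within each comparison, and an adjusted p-value (FDR) below 0.05 was taken as a call. The default quasi-likelihood dispersions are those the design named before the data were examined. The bias-adjusted dispersions of edgeR 4 were used first in the computation and gave 3253, 3014, 1075, 1749 and 62 calls in the 5 comparisons. They were replaced by the default after the counts of both had been seen and set beside the authors' deposited tables, and are retained as an alternative. Every adjusted p-value below comes from this fit unless another is named. The standard error of a log2 fold change was taken as its absolute value divided by the square root of F. Counts scaled to library size (CPM) were scaled by TMM. Where every library of a group held 3 counts or fewer, a fold change was computed against 3 counts and is a lower bound, and the fitted log2 value is no bound.

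For the hybrid, the counts of both alleles were summed per library, and the log2 ratio of cold to control was taken with TMM scaling and a prior count of 2. The parental responses set beside it were computed on the same scale. A single library per condition allows no test of the hybrid's response. Allele shares were computed for genes with at least 20 assigned reads in each hybrid library, and allele ratios as log2 of HK104 over AF16 reads with 0.5 added to each. A Fisher exact test (two-sided) per gene compared the allele counts of the 2 libraries and therefore compares these libraries, not the conditions. Intervals for shares are 95% Wilson intervals and cover counting error only, since reads without molecular identifiers are not independent molecules. Where a gene list was set against chance, 10000 random lists of the same size, matched on mean expression, were drawn from the genes without a call.

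The genes named in the text were fixed by a rule: those with the largest log2 fold change in each direction among calls with a mean of at least 10 CPM over the 8 libraries and no overlap between the libraries of the groups compared. For the difference between strains, the 4 differences between a cold and a control library were not to overlap between the strains. The rule gives up to 3 genes per direction, of which at most 2 are named for each comparison, since the IDs carry no symbols. The groups, tests, alternatives and this rule were fixed at the same time, except where a choice is described as made later. The hybrid minimum of 20 assigned reads was chosen after the table was seen. The alternative minimums of 10 and 100 assigned reads were not planned in advance either.

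The fits were tested on simulated data: counts were drawn for the 13503 genes from their means, library sizes and dispersions, with 200 genes of at least 10 mean counts changed by 2-fold or 4-fold in the HK104 cold group. The fit of the HK104 cold response recovered 109 of the 200 genes (84% of those changed 4-fold) with 7 false calls, and the difference between strains recovered 57 (55% of those changed 4-fold) with 6 false calls. The unchanged AF16 contrast gave no call. Apart from the 200 genes, each simulated gene had the same expected level and the same dispersion in every group. In the data many genes changed and cold replicates differed more than control replicates, so these rates need not hold there. The per-gene Fisher test was tested on 8100 simulated genes and recovered 150 of 200 genes with a 4-fold allele change, with 5 false calls. These counts carried counting error only, which is what the test assumes. The 5 false calls therefore give no error rate for real libraries, which can differ by more.

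Alternatives covered the scaling (DESeq2 size factors, upper quartile, total counts only), the test (DESeq2 1.42.0, the edgeR likelihood ratio test, the bias-adjusted quasi-likelihood dispersions of edgeR 4, the last chosen after seeing the data), the filter on low counts, the threshold, the libraries in the fit, the replicate number as a block, the prior count, the allele read minimum, and leaving out each library.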

Results

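Gene expression was measured by RNA-seq in whole worms of 2 wild-type strains of Caenorhabditis briggsae, AF16 and HK104, and in their hybrid, before and after 60 hours at 4 °C. Each of the 4 parental groups held 2 libraries, with total counts between 15360979 and 18362210 per library over 23175 genes. The control groups averaged 16794500 ± 641551 (AF16) and 17463800 ± 243356 (HK104) counts, and the cold groups 16861600 ± 2122190 (AF16) and 15821600 ± 96480 (HK104) counts (SD, n = 2 each). Between 15292 and 16998 genes per library had at least 1 count. The 2 hybrid libraries held 5334965 (control) and 6008659 (cold) reads assigned to an allele.

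Replicates were closer to each other in the control groups than in the cold groups. The correlation of log2 CPM between replicates was 0.986 in AF16 controls and 0.988 in HK104 controls, against 0.979 and 0.983 after cold. The median absolute difference between replicates, on the log2 scale, was 0.203 in AF16 controls and 0.146 in HK104 controls, and rose to 0.51 in AF16 and 0.367 in HK104 after cold. Within every group the replicates differed by more than counting noise, with a chi-square of 8.38 to 96.9 per degree of freedom over genes, so that no library was counted as a copy of another. Along the first principal component of log2 CPM, with 47.5% of the variance, all control libraries lay below -47 and all cold libraries above 36. The second component, with 35.4% of the variance, separated the strains.

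**Figure D1:**
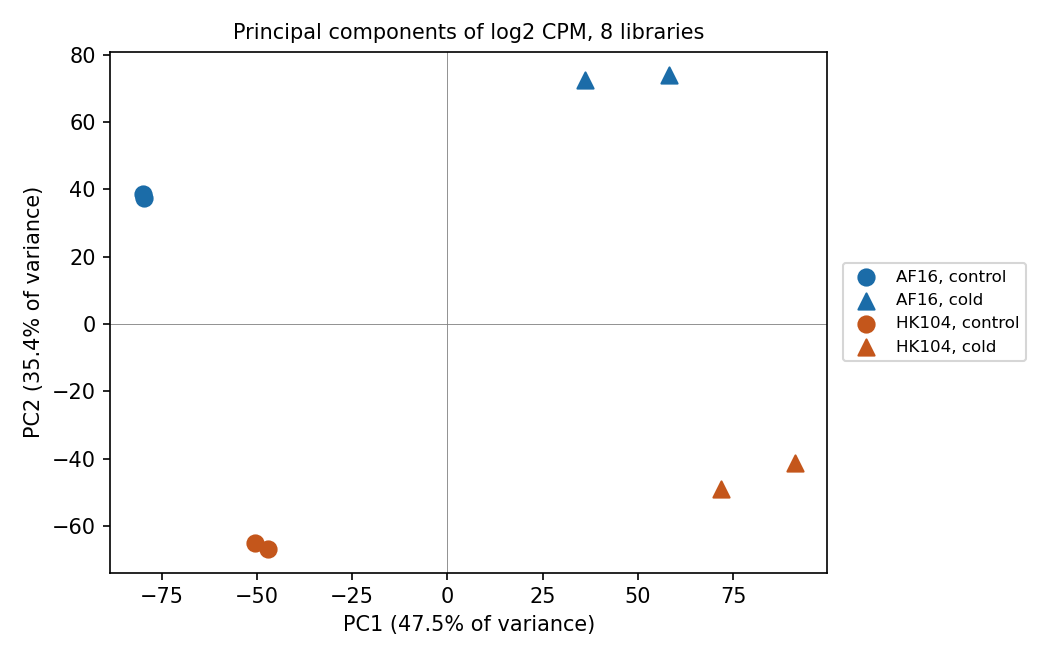
Principal components of log2 CPM over 13503 genes in the 8 parental libraries, with each axis labelled by its percent of the variance. Each point is a library, coloured by strain and shaped by treatment; the 4 control libraries lie at negative values of the first component and the 4 cold libraries at positive values, and AF16 and HK104 lie on opposite sides of 0 on the second.

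The first comparison asked which genes change during extreme cold in the tropical strain. In AF16, 3087 of 13503 genes (22.9%) differed between cold and control at an FDR below 0.05, with 376 higher and 2711 lower after cold. At a change of at least 2-fold as well, 187 genes were higher and 2578 lower. The median log2 fold change of all tested genes was -0.06. The scaling moved the split most: with DESeq2 size factors in the same fit the median became 0.11, and 958 genes were higher and 2302 lower, of which 2678 in all were also called with TMM. The DESeq2 test gave 1113 higher and 2254 lower genes. Relative to either centre, lower genes were the majority. Among genes that met the rule for named genes, the largest rises were at WBGene00270616 and WBGene00035686. The former had at most 3 counts in each AF16 control library and 6.45 ± 4.16 CPM (SD, n = 2) after cold, at least 35.4-fold higher (FDR = 0.000623). The latter rose from 0.641 ± 0.313 to 37.7 ± 14.2 CPM (SD, n = 2), a log2 fold change of 5.87 ± 0.39 (SE, FDR = 2.76e-05). The largest falls were at WBGene00088960, which had 28.7 ± 4.84 CPM in controls and at most 3 counts per library after cold, at least 167-fold lower (FDR = 5.99e-05), and at WBGene00031137, which fell from 25.2 ± 8.99 to 0.372 ± 0.0379 CPM (SD, n = 2; log2 fold change -6.05 ± 0.51, SE, FDR = 6.26e-05).

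The same comparison in the temperate strain HK104 gave 2852 genes (21.1%), with 613 higher and 2239 lower after cold, and 381 higher and 2144 lower with a change of at least 2-fold. The median log2 fold change of all tested genes was 0.01, and -0.16 with upper-quartile scaling, under which 336 genes were higher and 2497 lower. Among genes that met the rule, WBGene00270616 had the largest rise. It had at most 3 counts per control library and 61.5 ± 19.0 CPM (SD, n = 2) after cold, at least 352-fold higher (FDR = 4.59e-05). WBGene00042194 rose from 3.32 ± 0.486 to 796 ± 159 CPM (SD, n = 2), a log2 fold change of 7.90 ± 0.31 (SE, FDR = 2.03e-06). WBGene00039503 fell from 99.0 ± 2.39 to 1.30 ± 0.0648 CPM (log2 fold change -6.24 ± 0.58, SE, FDR = 7.57e-05), and WBGene00031137 from 31.1 ± 3 to 0.527 ± 0.465 CPM (log2 fold change -5.84 ± 0.50, SE, FDR = 5.08e-05; SD with n = 2 for both).

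The distribution of counts over genes also differed between cold and control libraries. The 10 most abundant genes of each library took 9.74% ± 0.306 of the counts in AF16 controls and 4.64% ± 0.171 after cold, and 9.07% ± 0.412 in HK104 controls and 4.76% ± 0.344 after cold (SD, n = 2). The smallest two-sided p that an exact permutation test of 2 against 2 libraries allows is 0.333, so it was not run. No other test of these shares was made. Genes with at least 10 counts numbered 12720.5 ± 88.4 in AF16 controls against 11805 ± 516 after cold, and 12456 ± 86.3 in HK104 controls against 11305 ± 409 after cold (SD, n = 2), where the HK104 cold group also had the lowest mean total count. The tested genes were divided by mean expression over all 8 libraries into 3 parts of 4501. The lowest part had a median log2 fold change of -0.74 in AF16 and -0.68 in HK104, and of -0.73 and -0.68 with genes at the floor in one group set to their bound. The highest part had a median of 0.20 in AF16 and 0.20 in HK104, beside -0.06 and 0.01 for all genes. In the lowest part 1168 of 1275 AF16 calls and 983 of 1112 HK104 calls were lower. In the highest part 249 of 398 AF16 calls were lower, and in HK104 208 were lower and 209 higher.

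The cold responses of the strains resembled each other. Across genes, which are not independent replicates, the log2 responses correlated with Pearson's r = 0.785 and Spearman's rho = 0.767, and 81.9% of genes moved in the same direction. No library is shared between the responses, and a simulation without change gave r = -0.0195. Restricting the comparison to genes with a mean of at least 10 CPM raised r to 0.882. A total of 2015 genes were called in both strains, 1775 lower in both, 216 higher in both and 24 in opposite directions. A further 1072 genes were called only in AF16 and 837 only in HK104. Of these 1909 genes, 87.4% had the same sign in both strains and 34 passed the test of a difference between the strains, so a call in one strain alone did not show a strain difference.

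**Figure D2:**
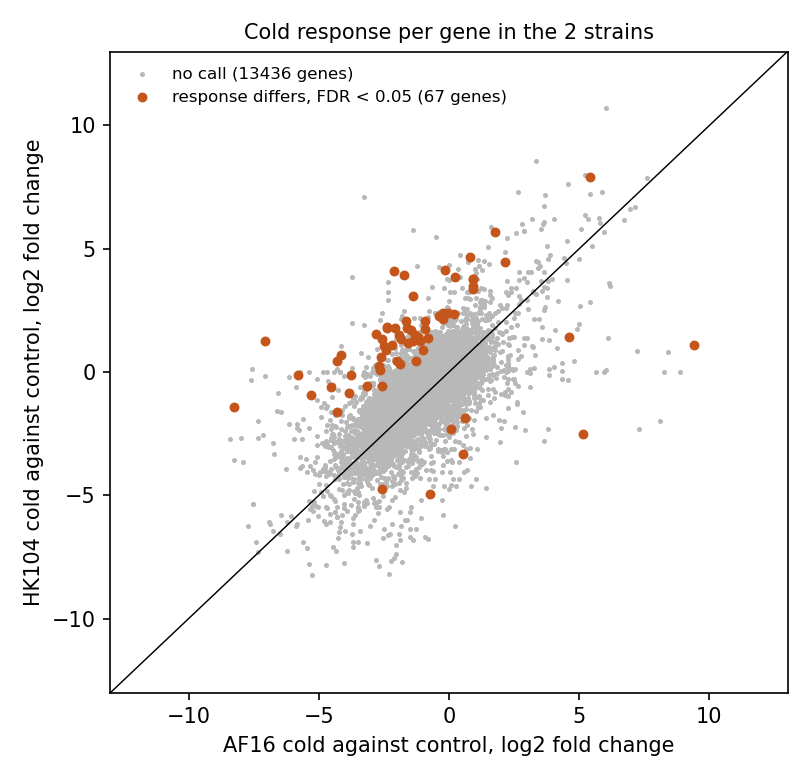
Log2 fold change of cold against control in AF16 (horizontal axis) and HK104 (vertical axis) for each of the 13503 tested genes, with the line of equal response. The 67 genes whose response differed between the strains at an FDR below 0.05 are coloured, and 59 of them lie above the line.

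The difference between the 2 cold responses, which addresses strain-dependent regulation in the cold, was tested directly. At an FDR below 0.05, 67 genes differed, 59 with a higher log2 response in HK104 and 8 with a lower one. A further measure, an unadjusted p below 0.05, was met by 978 genes. Unchanged genes meet it at a rate of 0.05, so many of these may be chance values. The smallest FDR was 0.00555. This count was the result most open to the processing: with total counts in place of TMM no gene passed, although 787 had an unadjusted p below 0.05, and the edgeR likelihood ratio test gave 335 genes. The median difference over all tested genes was 0.04, and -0.10 with DESeq2 size factors, under which 43 genes were higher and 7 lower. Of the 59 genes higher in HK104, 20 were called as falling in AF16 and rising in HK104, 17 as falling in AF16 with no call in HK104, 12 as rising in HK104 with no call in AF16, 7 as rising in both and 3 as falling in both.

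Among genes that met the rule, WBGene00088960 had the largest difference with a higher response in HK104. Its level was 28.0 ± 1.88 CPM in HK104 controls and 10.6 ± 7.33 CPM after cold (SD, n = 2), a log2 fold change of -1.40, beside the fall of at least 167-fold in AF16 (FDR of the difference = 0.018). WBGene00025909 fell from 5.87 ± 0.928 to 1.77 ± 0.716 CPM in AF16 and rose from 8.01 ± 1.83 to 124 ± 40 CPM in HK104 (SD, n = 2), a difference of 5.68 ± 0.49 (SE, FDR = 0.00555). In the other direction, WBGene00030657 fell from 40.2 ± 1.70 to 7.01 ± 1.24 CPM in HK104 (SD, n = 2) and had 0 counts in both AF16 control libraries and 4 and 5 counts after cold, so that its difference (FDR = 0.0228) rests on very few AF16 counts. WBGene00038280 changed from 9.42 ± 0.596 to 14.5 ± 1.40 CPM in AF16 and fell from 30.5 ± 3.55 to 8.30 ± 1.57 CPM in HK104 (SD, n = 2), a difference of -2.49 ± 0.35 (SE, FDR = 0.0228). With total counts only, none of these 4 genes passed the threshold.

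The strains themselves were compared within each condition. Without cold, 947 genes (7.01%) differed, 407 higher and 540 lower in HK104. Fitting only the 4 control libraries, which have the smaller spread, gave 2206 genes, of which 920 were also called in the main analysis. After cold, 1709 genes (12.7%) differed, 956 higher and 753 lower in HK104. Fitting only the 4 cold libraries gave 1481 genes, 733 higher and 748 lower. Which condition had more strain differences therefore depended on the libraries in the fit, and no growth of these differences with cold is shown. The majority direction after cold depended on the scaling: DESeq2 size factors gave 787 higher and 867 lower genes and moved the median of all genes from 0.06 to -0.07. A total of 692 genes were called in both conditions, 691 of them in the same direction. The strain differences without and after cold, which share no library, correlated across genes with r = 0.762 and rho = 0.617. Among genes that met the rule, several had at most 3 counts in every library of a strain. WBGene00271672 had at most 3 counts in each AF16 library and 38.0 ± 2.91 CPM in HK104 controls and 42.9 ± 2.89 CPM after cold (SD, n = 2), at least 208-fold (FDR = 3.77e-06) and 250-fold (FDR = 4.46e-06) higher than in AF16. WBGene00037953 had 0 counts in all HK104 libraries, 41.7 ± 0.286 CPM in AF16 controls and 63.7 ± 8.62 CPM after cold (SD, n = 2), at least 239-fold (FDR = 1.97e-05) and 334-fold (FDR = 1.55e-05) lower in HK104.

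The authors' deposited tables were set beside these fits. For all 13503 genes the log2 fold changes in the authors' deposited tables equalled those of the main analysis to within 4.55e-08, and the third table's values were the differences of the other 2. After Benjamini-Hochberg adjustment of the p-values in the authors' deposited tables, 3056 genes passed 0.05 for AF16, 2832 for HK104 and 66 for the difference between strains. Of these, 3049, 2819 and 66 were also called here.

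The hybrid was compared with its parents to ask how the response behaves when both genomes share one cell. Its libraries were not replicated. Over the 13503 genes, the hybrid's log2 ratio of cold to control correlated with the AF16 response with r = 0.754 (rho = 0.693) and with the HK104 response with r = 0.760 (rho = 0.696), close to the r of 0.785 between the strains. For genes with at least 20 assigned reads in each hybrid library, a choice made after seeing the data, these values were 0.829 and 0.832. Of the 1991 genes called in both strains with the same direction, 1909 (95.9%) moved that way in the hybrid. Over all tested genes the direction was shared at 76.6% with AF16 and at 76.4% with HK104. The hybrid's median log2 ratio was -0.44 in the lowest part by parental expression and 0.18 in the highest part.

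At the 67 genes with a strain-dependent response, the hybrid's log2 ratio was nearer to that of AF16 at 24 genes (35.8%) and nearer to that of HK104 at 43. In 10000 lists of other genes matched on expression the share nearer to AF16 had a median of 49.3%, with 95% of lists between 37.3% and 61.2%. Of the 67 genes, 27 had fewer than 20 assigned reads in a hybrid library, where the prior count pulls the ratio toward 0. At the other 40 genes, a choice made after seeing the data, 15 (37.5%) were nearer to AF16, which lay within the range of 95% of lists matched among genes with this minimum (35.0% to 62.5%). The hybrid lay outside the range of the strains at 9 of the 67 genes (13.4%), against a median of 70.2% in the matched lists, where the strains lie close together. Across the fits that each left out a parental library, the share nearer to AF16 ranged from 31.3% to 37.3%.

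**Figure D3:**
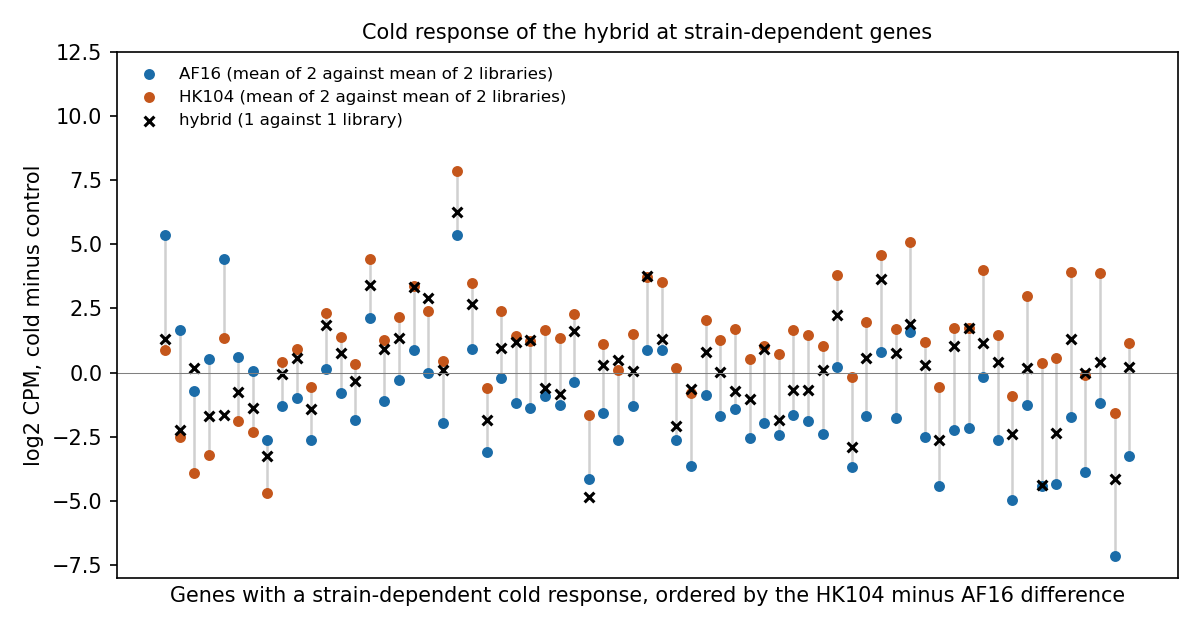
Log2 CPM in cold minus control (vertical axis) for the 67 genes with a strain-dependent cold response, ordered along the horizontal axis by the fitted HK104 minus AF16 difference. Points are means of 2 libraries per condition for AF16 and HK104, crosses are the unreplicated hybrid from allele-assigned reads, and the hybrid lies between the strains at all but 9 genes.

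Reads of the hybrid were also compared between alleles. The AF16 allele held 53.4% of assigned reads in the control library (95% Wilson interval 53.4 to 53.5) and 53.1% in the cold library (53.1 to 53.2). Over the 8100 genes with at least 20 assigned reads in each library, the median share of the AF16 allele was 50.8% without cold (interquartile range 45.8 to 56.4) and 50.6% after cold (45.8 to 56.4). Of 436 genes that differed between the strains without cold and met this minimum, 393 (90.1%) had more reads from the allele of the strain with the higher level, against 57.7% of the 7663 genes without a call. After cold this held for 644 of 827 genes (77.9%), against 57.0% of 7272 genes without a call. Among the called genes the log2 allele ratio correlated with the log2 strain difference with r = 0.868 without cold and r = 0.774 after cold, and over all 8099 tested genes with the minimum with r = 0.382 and r = 0.354. Whether these shares differ between the conditions was not tested, as each condition had 1 hybrid library. Reads of a strain lost in counting would lower both its level and the share of its allele. The match of alleles and strains therefore need not reflect expression alone, as the reference and the assignment rule are not stated. Genes with at least 95% of reads from 1 allele were not left out.

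The change of the allele ratio between the 2 hybrid libraries was set beside the strain-dependent response. A per-gene Fisher exact test between these libraries gave 449 of 8099 genes with an adjusted p below 0.05, 238 with a larger and 211 with a smaller HK104 share after cold. The test allows for counting error only, so spread between libraries can be among these calls. Of the 67 strain-dependent genes, 40 had enough assigned reads. At 26 of them (65.0%) the allele ratio moved in the direction of the strain difference. The median movement was 0.45 on the log2 scale, beside a median strain difference of 2.66 for the same genes, which was also 2.66 with the 2 genes that had a group at the floor set to their bound. It lay above 0.25, the upper limit of 95% of matched lists. Over all 8099 genes, the change of the allele ratio correlated with the strain difference with r = 0.104. Of the 449 genes, 8 were among the 67, all with the same direction in both measurements. At WBGene00088960 both alleles fell, from 118 to 10 AF16 reads and from 138 to 5 HK104 reads.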

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

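The tests of scaling and of low counts below were set before their results were seen, though the directions of the called genes under each scaling were already known, and the test in the hybrid only after. The cold response differed between the strains, by a test of the difference itself, at 67 genes, and 59 of them responded higher in HK104. Scaling is argued against only in part as the cause of the split. With total counts only, 65.9% of the 787 genes with an unadjusted p below 0.05 were higher in HK104. None of them passed the FDR, and many may be chance values, since unchanged genes pass that p at a rate of 0.05. With DESeq2 size factors 43 of 50 calls were higher, but all 50 were among the 67 and are not separate evidence. The excess is weaker beyond the called genes, where DESeq2 size factors leave 56.9% of genes with an unadjusted p below 0.05 higher, so the size of the imbalance stays open. Counts near the floor explain few of the calls, since 7 of the 67 genes had a group with at most 3 counts in each library. Chance values of the 8 parental libraries alone would leave no trace in the hybrid, but over the 40 of these genes with enough assigned reads the allele ratio moved by a median of 0.448 in the direction of the strain difference, above the upper limit of 95% of matched lists (0.25). It moved in that direction at 26 of the 40 genes (65.0%) and not at the rest. This test rests on 1 hybrid library per condition and cannot see differences that act on both alleles. What stays open is a biological difference between the strains in their response and a different progress of the 2 strains through the same response by 60 hours, neither of which was tested separately for these genes.

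Among these genes, the fitted difference of log2 fold changes was 6.86 at WBGene00088960 and 5.68 at WBGene00025909. The value for WBGene00088960 depends on the prior count, because both AF16 cold libraries held at most 3 counts. In the hybrid both of its alleles fell, and its log2 ratio of -4.13 lay between -7.14 in AF16 and -1.58 in HK104. In the other direction the difference was -7.67 at WBGene00030657 and -2.49 at WBGene00038280. The first of these has no usable size, since AF16 controls held 0 counts, and its FDR was 0.0635 with the bias-adjusted dispersions of edgeR and ranged from 1.72e-05 to 0.0837 over its alternatives. No explanation was tested for single genes.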

How the results depend on the processing

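The cold response of each strain was the firmest result: the number of calls stayed within 1.5 times the reported one in every alternative fit, from 2670 to 3794 genes in AF16 and from 2391 to 3625 in HK104, and fell beyond that only at an FDR below 0.01 (1780 and 1573 genes). The lower calls outnumbered the higher ones in each of these settings, with the share of higher calls between 6.57% and 33.1% in AF16 and between 11.9% and 26.9% in HK104. For the strain difference without cold, the likelihood ratio test gave 1546 genes, the fit of the 4 control libraries alone 2206, and an FDR below 0.01 left 468. For the strain difference after cold only the FDR below 0.01 moved the count by more than 1.5 times, to 778 genes.

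The difference of the cold response between strains moved most. Total counts only gave 0 genes (787 at an unadjusted p below 0.05), upper-quartile scaling 24, DESeq2 168, the likelihood ratio test 335, no filter on low counts 142, and an FDR below 0.01 left 2. All 24 upper-quartile calls and all 50 calls with DESeq2 size factors were among the 67. All 67 genes were also called by the likelihood ratio test and without the filter, and 66 by DESeq2. The fit with total counts used the same genes and libraries, and why it made no call was not tested. The cause was not tested for the other changes either. The bias-adjusted dispersions, chosen after seeing the data, gave 62 genes, 61 of them among the 67.

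With the replicate number as a block (replicate block), the difference between strains gave 144 genes, including the 67, and the other comparisons 3474 (AF16 cold response), 3395 (HK104 cold response), 1221 (strains without cold) and 2119 genes (strains after cold). The correlation of deviations between same-numbered libraries was positive in all 6 pairs of groups and above 0.1 in 4 of them. It was 0.233 and 0.14 within AF16 and HK104, 0.145 between the controls, 0.341 between the cold groups, and 0.00312 and 0.0153 between groups that differ in both strain and treatment. Pairing of all libraries by number is not shown, since the pairs that differ in both strain and treatment had the lowest values. The limit of 0.1 is a choice. Variation shared by number within a strain or a treatment stays open, and the main analysis does not model it.

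Leaving out a library leaves a group with 1 library, so no calls were made there. In all 5 comparisons 100% of the called genes kept their direction in each of the 8 fits, which is of limited weight because the genes were called with those libraries included. For comparisons of 2 groups, some of these fits also left out a library of neither group. Across these fits the r between the strains' responses ranged from 0.730 to 0.783, the hybrid's r from 0.706 to 0.754 with AF16 and from 0.729 to 0.761 with HK104, the share of strain-dependent genes nearer to AF16 from 31.3% to 37.3%, the share outside both strains from 10.4% to 17.9%, and the r of allele ratio and strain difference from 0.366 to 0.384 without cold and from 0.319 to 0.354 after cold.

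The correlations of the cold responses were higher at genes with more counts, and those of allele ratio and strain difference were lower at genes with at least 100 assigned reads. Genes with a mean of at least 10 CPM gave r = 0.882 between the strains and 0.827 (AF16) and 0.836 (HK104) for the hybrid, a minimum of 20 assigned reads, added after seeing the data, gave 0.829 and 0.832, and a prior count of 0.5 gave 0.710 and 0.713. Genes called in either strain gave r = 0.755 between the strains. The r of allele ratio and strain difference was 0.392 without cold with at least 10 assigned reads, and 0.322 without and 0.300 after cold with at least 100. Neither of these minimums was planned in advance. At an FDR below 0.01 the calls shared with the authors' deposited tables numbered 1746 (AF16), 1556 (HK104) and 1 (difference between strains).

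Among the named genes, 5 results in other fits lost significance with the direction kept, all for the difference between strains: 4 with total counts only (FDR between 0.06 and 0.0837) and 1 with bias-adjusted dispersions (0.0635). Over all alternatives the FDR ranged from 2.88e-12 to 0.0706 for WBGene00088960, from 1.95e-23 to 0.06 for WBGene00025909, from 1.72e-05 to 0.0837 for WBGene00030657 and from 5.96e-08 to 0.0837 for WBGene00038280. A further 191 such results were the same. Leaving out a library moved the log2 value by more than its standard error in 16 of 160 cases and reversed none. In comparisons of 2 groups only 4 libraries belong to the groups compared, so many of the 160 cases could hardly move. At WBGene00270616 in AF16 the value of 6.03 became 5.15 without the first cold library and 6.77 without the second. It became 9.76 without the first control library, where the remaining control held 0 counts, and 5.07 without the second. Its AF16 cold counts were 165 and 61, so its bound of 35.4-fold depends on both libraries. At WBGene00031137 in HK104 the value of -5.84 became -7.32 without the first cold library and -5.17 without the second. The gene family and candidate gene alternatives were not run because the IDs could not be matched to symbols. Of the 67 strain-dependent genes, 27 had too few assigned reads for an allele ratio in the hybrid, and whether depth, read assignment or expression in the hybrid caused this was not tested.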

Other observations

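The tests of library depth and of assigned reads per parental count were set before their results were seen, and the others in this part only after. The limit of 0.5 for the second of these was also set only after its value was seen. Lower calls made up 87.8% of AF16 and 78.5% of HK104 calls after cold. Scaling is argued against as the whole cause, since lower calls were still 66.9% of the AF16 calls under the scaling and test least favourable to them. A few genes taking more of the counts would push others down, but the share of the 10 most abundant genes fell by 5.1 percentage points in AF16 and fell by 4.31 in HK104. Depth is argued against as well: with every library thinned to 15360979 counts, 78.3% of 2822 HK104 calls and 88.3% of 2997 AF16 calls were lower. A biological response to cold and a change with elapsed time cannot be told apart, as no control was held for 60 hours. A difference in RNA quality and a bias by gene length or GC content were not tested, as no gene lengths or sequences were used here.

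Relative to the median of all genes, low-expressed genes fell after cold and high-expressed genes rose slightly. Chance values of the parental libraries do not account for this, because the unreplicated hybrid libraries gave medians that differed by 0.627 between the highest and the lowest of 3 parts of the same genes, in the same direction. The design cannot say whether the trend comes from the worms or from RNA yield and integrity after 60 hours of cold.

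Cold replicates differed more than control replicates in both strains. A candidate explanation is that the 2 cold collections of a strain were caught at different points of the response. The difference between the AF16 cold replicates correlated across genes with the HK104 cold response (r = 0.183), and that between the HK104 cold replicates with the AF16 response (r = 0.187), with replicate 2 further along in each, while the control replicates gave 0.0188 and -0.0744. No library is shared within any of these pairs. The relation is weak and leaves most of the spread unexplained. The deviations of same-numbered libraries correlated positively in all 6 pairs of groups and above 0.1 in 4 of them. A batch acting alike on all libraries of one number is argued against only by the other 2 pairs, which differ in both strain and treatment (0.00312 and 0.0153), so a batch within a strain or a treatment stays open. The first cold library of each strain carries a suffix in its label that no other library has, and these libraries deviated together (0.341). Shared handling of them and a different extent of the response cannot be told apart, because the suffix follows the replicate number within the cold groups.

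In the hybrid, 231 genes had at least 95% AF16 reads in both libraries and 164 at least 95% HK104 reads. A difference in cis would show between the parents, but 80.7% of the 394 tested genes were within 2-fold between the strains without cold. These genes may owe their one-sided counts to the assignment of reads. Their assigned reads, summed over both hybrid libraries, came to a median of 12.9% of the mean parental count, 0.124 times the median at the other genes. Expression from a single allele with full assignment would need a ratio near 0.5. Of the 76 genes beyond 2-fold, 75 differed between the strains in the direction of the allele that was read, so a difference in cis stays open for them.

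At 92 tested genes all HK104 libraries held at most 3 counts while AF16 averaged at least 30, and at 41 genes the reverse held. At the 19 of the 92 genes with enough assigned reads the median share of the AF16 allele in the hybrid was 99.4% (lowest 80.9%). At 18 of the 41 genes it was 0% (highest 5.36%). These shares argue against a difference in trans for these genes, unless reads from the allele of the strain at the floor could not be assigned. Whether they could was not tested for these genes. For the other 73 of the 92 genes and 23 of the 41 genes a difference in trans stays open, because too few reads were assigned to test it. Of the 73 genes, 55 had more AF16 reads, 10 had more HK104 reads and 8 had none. Of the 23 genes, 20 had more HK104 reads, 0 had more AF16 reads and 3 had none. Genes missing from one genome, differences in cis, and HK104 reads lost against an AF16 reference cannot be told apart for the 19 genes, because the reference used for counting is not stated.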
